A study of Mus musculus with 6 samples. Its data were reported in "Overexpression of Igf2-derived Mir483 inhibits Igf1 expression and leads to developmental growth restriction and metabolic dysfunction in mice" (2024).

How the data were processed

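The series holds RNA-seq of whole mouse embryos at embryonic day 10.5 of 2 genotypes. WT embryos carry the unmodified *Igf2* locus. 5C embryos carry a tandem array of extra *Mir483* copies inserted at the endogenous *Igf2* locus, which hosts this microRNA gene. Each genotype had 3 libraries, and per the study's methods each library was a pool of 2 male embryos. Genotype and replicate number were both taken from the sample titles. The titles do not say that equal numbers are littermates, so the replicate number entered only as an alternative.

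The authors made poly(A)-selected, strand-specific libraries, sequenced them as short single-end reads, aligned the reads with STAR to GRCm38 with an Ensembl annotation, and deposited raw read counts per Ensembl gene for each library. The deposited counts were whole numbers without normalization or filtering. STAR's gene counting drops a read that lies under exons of more than 1 gene, and which of its strand columns was used was not stated. Genes whose exons lay at least 80% under another gene on the same strand had a median count of 0 over 260 coding genes, against 42.2 over 15355 coding genes without exon overlap and 2.67 over 70 coding genes at least 80% under a gene on the opposite strand. Counts of genes with exons shared on 1 strand are therefore uncertain. Symbols, positions, 3′ UTRs and transcript GC content came from a GENCODE annotation of GRCm38, in which 55141 of the 55401 gene identifiers were found.

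Totals ranged from 6357343 to 19151368 counts per library. The smallest level that this depth could show, 3 counts of a library's total, ranged from 0.157 to 0.472 CPM (counts scaled to the library total). These floors cover counting error only. No pair of libraries agreed within sampling noise, since the chi-square statistic per gene was at least 5.76 in every pair, so the 6 libraries were treated as separate samples.

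From the counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on genotype, libraries were scaled by trimmed mean of M values (TMM), and 5C was compared with WT by the quasi-likelihood F-test in its legacy form. P-values were two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested. A differentially expressed gene (DEG) had an adjusted p under 0.05 and a fold change over 1.5. The standard error of a log2 fold change was its size divided by the square root of F. CPM values used the TMM-scaled totals. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over the 4 gene lists and, separately, over the 2 microRNA site sets. The 4 lists (IGF axis, lipid transport, coagulation, granzymes) were written before the data were examined but with the study's own calls known, so they show no independent stability. Site sets were genes with a match in the 3′ UTR to bases of the seed of miR-483-3p or miR-483-5p in their longest annotated coding transcript.

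The methods were tested on simulated counts drawn with the means and totals of these libraries. Dispersions were taken from their trend against expression, so genes of like expression shared the same dispersion. The simulation thus left out the spread of variance between genes, and the shares recovered may be higher than in the real libraries. Of 200 genes changed 4-fold among 16533 genes tested, 98% were recovered, with 2% false calls. Of 200 genes changed 2-fold among 16553 genes tested, 69.5% were recovered, with 2.11% false calls. DESeq2, used as an alternative, recovered 92.5% of the 4-fold and 66.5% of the 2-fold genes, with 1.6% and 6.99% false calls.

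The genes named were fixed before the data were examined, as were the tests and most alternatives. They were *Mir483*, *Igf2*, *H19*, *Igf1*, *Gzmd* and *Gzmg* in any case, the DEGs with the largest changes, at most 3 members with the smallest p of each list, and 5 sex-linked transcripts. Other genes named here were chosen after their values were seen. Alternatives were other scalings (relative log expression, library size alone), other count filters (none, or at least 10 counts in every sample), other tests (DESeq2 1.42.0, limma-voom, edgeR's newer quasi-likelihood form, robust moderation), the replicate number as a block, each library left out in turn, and removal of mitochondrial and globin genes. For set tests they also included an estimated inter-gene correlation and 10000 random sets matched on expression. Offsets fitted on transcript GC content in each library, alone and with the replicate block, were added after the data were seen. So were a background for the site sets matched on UTR GC content and the test without a count filter that also left out WT replicate 1.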

Results

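To ask how an excess of *Mir483* alters the embryonic transcriptome, RNA-seq counts of whole E10.5 embryos were compared between 5C and WT. WT libraries held 19151368, 11717223 and 6357343 counts, and 5C libraries held 16291582, 11628885 and 14180748 counts. The 10 most abundant genes took between 4.27% and 5.49% of a library. Pearson correlations of log2 CPM across genes lay between 0.981 and 0.984 within WT, between 0.986 and 0.992 within 5C, and between 0.979 and 0.990 across genotypes. The first principal component held 34.9% of the variance and did not part the genotypes: WT replicate 1 scored -39.7, 5C replicate 3 scored -10.1 and WT replicate 3 scored -3.39, against 16.3 for WT replicate 2, 15.4 for 5C replicate 1 and 21.5 for 5C replicate 2.

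The edited gene was examined first. *Mir483* (ENSMUSG00000070140) is annotated in GRCm38 on the minus strand of chromosome 7 from 142654924 to 142654996, inside an intron of *Igf2*. Its counts in these mRNA libraries come from longer transcripts that contain the hairpin and do not measure the mature microRNAs. Reads from every copy of the array align to this 1 annotated hairpin. *Mir483* measured 0.442 ± 0.129 CPM (SD, n = 3) in WT and 4.02 ± 1.33 CPM (SD, n = 3) in 5C. These levels rest on 11, 5 and 2 counts in WT and on 85, 51 and 36 counts in 5C, and each 5C library lay above each WT library. The log2 fold change was 3.05 with a standard error of 0.36, or 8.29-fold. It had the smallest p-value of all genes tested, yet its adjusted p was 0.169 in edgeR's quasi-likelihood test. The labels thus matched the direction of the edit in all 6 libraries.

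At the gene level, 16784 genes were tested and 0 DEGs were found, with 0 downregulated and 0 upregulated. At an unadjusted p under 0.05 there were 1011 genes, 583 lower and 428 higher in 5C, which is 6.02% of the genes tested where 839 would be reached by chance. Of these 1011 genes, 156 were lower and 59 were higher by more than 1.5-fold. The biological coefficient of variation was 13.6%. The 3 values per genotype did not overlap for 1907 genes, or 11.4%, against 10% given by chance for 3 samples against 3. The alternative that moved the DEG count most was to test without a count filter, which gave 319 DEGs, of which 33 or 10.3% had genotypes that did not overlap. Across genes, log2 fold change fell with transcript GC content, with a Spearman rho of -0.359 over 14369 genes, which are not independent replicates. Behind *Mir483*, the smallest p-values belonged to *Ptpn22* and *Zim1*, singled out after their values were seen. *Ptpn22* (ENSMUSG00000027843; chromosome 3, 103859795 to 103912247) rose from 2.77 ± 0.713 to 9.23 ± 1.71 CPM (SD, n = 3 each), with a log2 fold change of 1.75. *Zim1* (ENSMUSG00000002266; chromosome 7, 6671269 to 6696450) went from 67.7 ± 7.84 to 41.8 ± 3.37 CPM (SD, n = 3 each), with a log2 fold change of -0.69. Their adjusted p-values were 0.204 and 0.308 in edgeR's quasi-likelihood test.

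**Figure D1:**
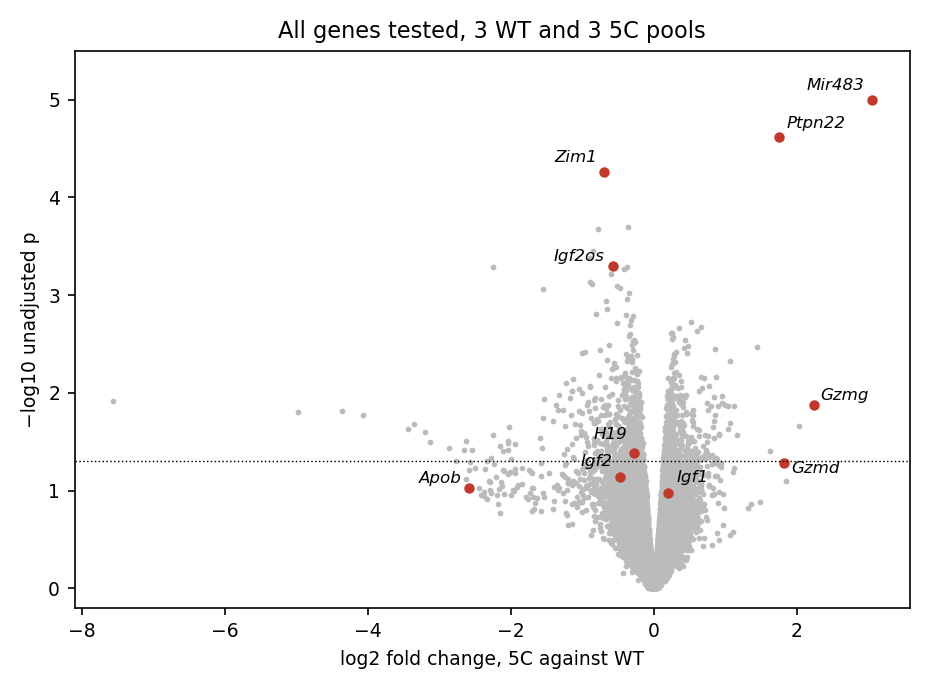
Log2 fold change of 5C against WT (x axis) and −log10 of the unadjusted p (y axis) for the 16784 genes tested in 3 WT and 3 5C libraries, with the dotted line at an unadjusted p of 0.05. *Mir483* sits highest at a log2 fold change of 3.05, and none of the genes reached an adjusted p under 0.05.

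*Igf2* (ENSMUSG00000048583; chromosome 7, 142650766 to 142666816, minus strand) measured 16.9, 8.41 and 17.1 CPM in WT and 10.48, 10.1 and 9.75 CPM in 5C. The means were 14.1 ± 4.95 CPM in WT and 10.1 ± 0.366 CPM in 5C (SD, n = 3 each). The log2 fold change was -0.48 with a standard error of 0.24, the unadjusted p was 0.0732 and the adjusted p was 0.781 in edgeR's quasi-likelihood test, so the difference was within the spread between replicates. The value is uncertain because 3596 of the 5723 exon bases of *Igf2*, or 62.8%, lie under exons of *Gm49394* on the same strand, including the shared last exon. If reads shared with *Gm49394* were dropped, the counts of 98 to 322 per library come from the other 2127 bases, most of them in upstream exons. Where the reads lie within the gene was not tested. *Igf2os*, the antisense transcript at this locus, which was singled out after its values were seen, was 34.3 ± 4.67 CPM in WT and 23.1 ± 0.435 CPM in 5C (SD, n = 3 each). Its log2 fold change was -0.57, with an unadjusted p of 5.0e-04 and an adjusted p of 0.781. *H19*, the neighbouring non-coding gene (chromosome 7, 142575529 to 142578143), was 4565 ± 424 CPM in WT and 3773 ± 648 CPM in 5C (SD, n = 3 each), a log2 fold change of -0.27 with an unadjusted p of 0.0417 and an adjusted p of 0.781.

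**Figure D2:**
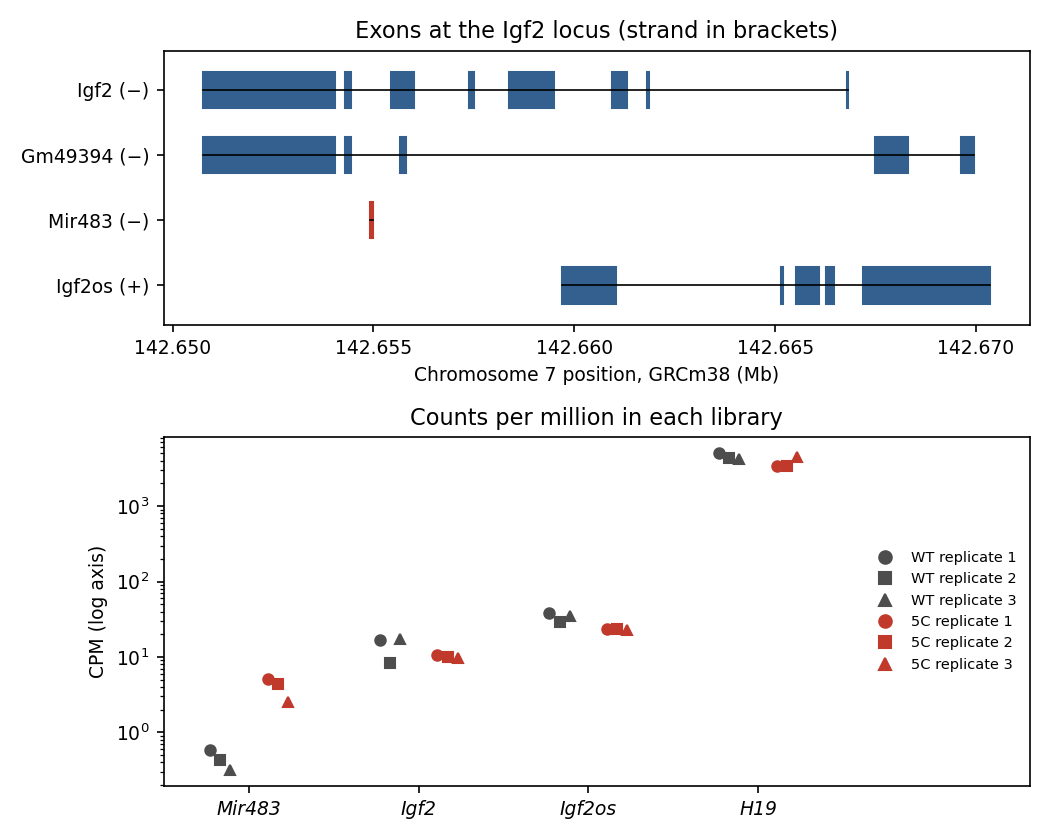
Exons at the *Igf2* locus on chromosome 7 of GRCm38 (top; x axis in Mb, strand in brackets) and CPM on a log axis of 4 genes of this locus in each library (bottom; grey WT, red 5C, one symbol per replicate). *Mir483* lies between 0.319 and 0.577 CPM in WT and between 2.56 and 5.15 CPM in 5C, while *Igf2* of 5C, between 9.75 and 10.48 CPM, falls inside the WT range of 8.41 to 17.1 CPM.

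To ask whether the insulin-like growth factor (IGF) axis was altered more widely, *Igf1* and a list of 20 genes were examined. *Igf1* (ENSMUSG00000020053; chromosome 10, 87858265 to 87937042) measured 71.4 ± 7.04 CPM in WT and 82.5 ± 12.6 CPM in 5C (SD, n = 3 each). Its log2 fold change was 0.21 with a standard error of 0.12, an unadjusted p of 0.107 and an adjusted p of 0.781. Of the 15 listed genes that were tested, 9 were lower in 5C, and the list did not shift as a set (camera, adjusted p 0.229). With adjustment over the list alone 3 genes passed, and with adjustment over all genes 0 passed. These were *Igf2bp1* with a log2 fold change of -0.26, *Igfbp5* with -0.52 and *Igf2r* with -0.30, and their list-adjusted p-values lay between 0.0449 and 0.0461.

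Lipid transport and blood coagulation were examined next, as lists close to processes that the study named as enriched. Of 40 listed lipid transport genes 30 were tested. Of these, 23 were lower in 5C, the median log2 fold change was -0.30 and the adjusted p of the set was 0.0166 (camera). No member passed adjustment over all genes or over the list, and 5 had an unadjusted p under 0.05. The 3 members with the smallest p were *Lrp1*, *Vldlr* and *Lrp2*, with log2 fold changes of -0.22, 0.28 and -0.92. Of 32 listed coagulation genes 23 were tested and 16 were lower in 5C, with a median log2 fold change of -0.44. The adjusted p of this set was 0.466, and 2 members had an unadjusted p under 0.05. Its members with the smallest p were *F13a1*, *Proz* and *F2*, with log2 fold changes of 0.45, -2.86 and -2.11. The size and direction of the large falls depended on single libraries. *Apob* (ENSMUSG00000020609), singled out after its values were seen, measured 1645, 37.1 and 118 CPM in WT and 16.7, 15.3 and 269 CPM in 5C, and *F2* measured 15.1, 1.37 and 1.28 CPM in WT and 0.606, 0.256 and 3.56 CPM in 5C. Without WT replicate 1 the median log2 fold change was 0.10 for the lipid transport list and 0.21 for the coagulation list. Without 5C replicate 3 these medians were -0.34 and -0.84, and the adjusted p of the coagulation set was 0.0137 (camera).

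**Figure D3:**
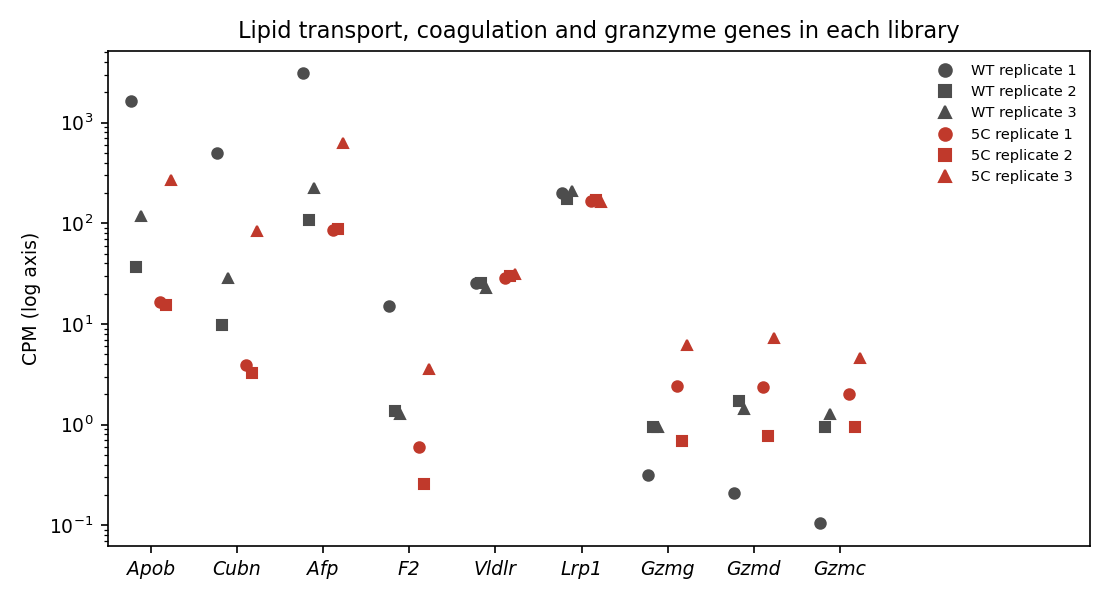
CPM on a log axis (y axis) of lipid transport, coagulation and granzyme genes (x axis) with *Cubn* and *Afp*, in each library (grey WT, red 5C, one symbol per replicate). For *Apob*, *Cubn*, *Afp* and *F2* WT replicate 1 is highest and 5C replicate 3 is above the other 5C libraries, and for the granzymes 5C replicate 3 is highest, as for *Gzmg* at 6.12 CPM.

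Granzymes, serine proteases of cytotoxic lymphocytes and of uterine natural killer cells, were examined as genes that rose in the study. *Gzmg* (ENSMUSG00000040284; chromosome 14, 56156582 to 56159579) was 0.739 ± 0.367 CPM in WT and 3.08 ± 2.78 CPM in 5C, and *Gzmd* (ENSMUSG00000059256; chromosome 14, 56129556 to 56132608) was 1.12 ± 0.801 CPM in WT and 3.44 ± 3.34 CPM in 5C (SD, n = 3 each). Their log2 fold changes were 2.24 and 1.82, with unadjusted p-values of 0.0132 and 0.0526 and an adjusted p of 0.781 for both. The rise was uneven: *Gzmd* measured 2.36, 0.768 and 7.19 CPM in the 5C libraries and 0.210, 1.72 and 1.44 CPM in the WT libraries, so that 5C replicate 2 lay within the WT range. Of 11 listed granzymes 5 were tested and each had a positive log2 fold change, 3 of them with an unadjusted p under 0.05. None passed adjustment over the list or over all genes, while the set had an adjusted p of 0.00864 (camera). *Gzmc* and *Gzmf* rose by 2.03 and 1.63 on the log2 scale. These genes form a cluster of similar sequences, so reads that could not be placed in a single member are missing from the counts.

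Transcripts with a seed match for either mature microRNA were examined next. The site AGGAGTG, complementary to the miR-483-3p seed, occurred in the 3′ UTR of 1729 tested genes. The site CCCGTCT, complementary to the miR-483-5p seed, occurred in that of 478. To ask whether either set moved as a group, each was compared with the other tested genes with an annotated 3′ UTR. The median log2 fold change was -0.02 with a miR-483-3p match and -0.00 without, and -0.04 with a miR-483-5p match and -0.00 without. Neither set passed in camera, with adjusted p-values of 0.146 and 0.134. A Kolmogorov-Smirnov test across genes, which are not independent replicates, gave p-values of 2.0e-06 and 2.0e-04 and describes these libraries alone. Genes with a match had longer 3′ UTRs, with a median of 2495 bases against 1055 for miR-483-3p. Both *Igf1* and *Igf2* have 1 match to the miR-483-3p seed in the 3′ UTR.

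Sex-linked transcripts were measured as a check on the stated sex of the pools. *Xist*, expressed from the inactive X chromosome of female cells, was present in all 6 libraries, at 535, 849 and 692 CPM in WT and at 495, 914 and 640 CPM in 5C. The Y-linked *Ddx3y* measured 49.2, 0.944 and 49.5 CPM in WT and 55.9, 0 and 41.6 CPM in 5C, where the floor of 5C replicate 2 was 0.258 CPM. *Kdm5d*, *Eif2s3y* and *Uty* were also lowest in replicate 2 of each genotype, with 10, 11 and 16 counts in WT replicate 2 and 0, 0 and 1 counts in 5C replicate 2. Each genotype thus had 1 library with low or undetected Y-linked transcripts. *Xist* in all 6 libraries and few or no Y-linked counts in replicate 2 of each genotype are at odds with all-male pools. The log2 fold change of *Ddx3y* was 0.00 with a standard error of 1.12, too wide to show that the genotypes were alike.

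**Figure D4:**
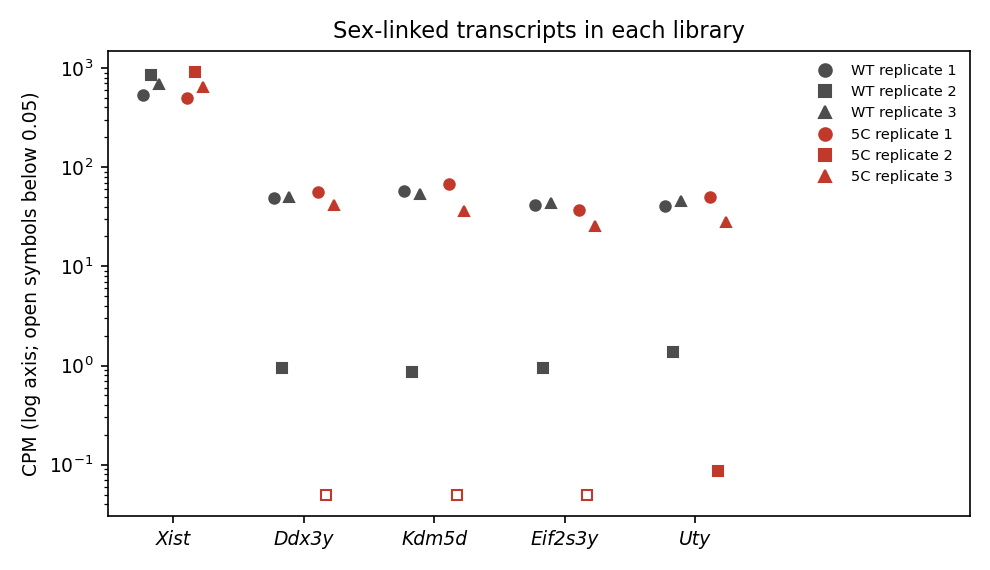
CPM on a log axis (y axis) of *Xist* and of 4 Y-linked genes (x axis) in each library (grey WT, red 5C, one symbol per replicate), with values below 0.05 CPM drawn as open symbols at 0.05. *Xist* is at least 495 CPM in every library, and *Ddx3y* is 0.944 CPM in WT replicate 2 and 0 in 5C replicate 2 against at least 41.6 CPM in the others.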

Values the study reported

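The study reported 85 DEGs in E10.5 embryos that carried the tandem *Mir483* array, 80 of them downregulated and 5 upregulated. It listed *Igf2* among the lowered transcripts and granzyme genes among the raised ones, and named lipid metabolism and blood coagulation among the processes enriched. Mass spectrometry of E10.5 embryos gave lower IGF2 and higher granzyme protein in the study. It also found lower *Igf2* RNA and IGF2 protein in other embryos at E11.5, by RT-qPCR and western blot. Fetuses weighed about 58% of normal at E11.5, while placental weight did not differ.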

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

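The DEG count of 0, with 1011 genes at an unadjusted p under 0.05, stayed at 0 under relative log expression scaling, library size alone, a minimum of 10 counts in every sample, edgeR's newer quasi-likelihood form, limma-voom, removal of mitochondrial and globin genes and GC-content offsets. It was also 0 with no fold-change threshold, an adjusted p under 0.01 and a test against a 1.5-fold change. These settings could only return 0, since 0 genes had an adjusted p under 0.05 in the main test. The DEG count became 319 without a count filter (298 lower, 21 higher), 11 with DESeq2 (8 lower, 3 higher) and 3 with robust moderation (1 lower, 2 higher). The 3 robust calls, *Mir483*, *Ptpn22* and *Zim1*, were all among the DESeq2 calls. Across the 6 fits that each left out 1 library the count went from 0 to 1 DEG, 0 to 0 lower and 0 to 1 higher, and the number at an unadjusted p under 0.05 went from 456 to 1803. Without a count filter and without WT replicate 1, chosen after the data were seen, 117 DEGs were found (87 lower, 30 higher), 89 of them among the 319. Scaling by library size alone changed the share of genes at an unadjusted p under 0.05 that were lower in 5C from 583 of 1011 to 445 of 1050. The cause of the robust calls was not tested.

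With the replicate number as a block the count was again 0 DEGs, with 782 genes at an unadjusted p under 0.05, and the adjusted p-values were 0.0959 for *Mir483* and 0.888 for *Igf2*. The pairing had no steady support. Deviations of same-numbered libraries from their genotype means correlated at -0.174, 0.202 and -0.166 for replicates 1, 2 and 3, or -0.0461 on average. Those of other pairs averaged 0.0239, but deviations cancel out within a genotype, so this is no independent comparison. The study's methods call the WT embryos littermates, but which libraries share litters is not stated. Under the block the lipid transport and granzyme sets stayed below an adjusted p of 0.05 and the IGF axis, coagulation and both site sets stayed above it. With GC-content offsets added to the block the count was 0, with 504 genes at an unadjusted p under 0.05.

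*Igf2* stayed lower and *Igf1* stayed higher in 5C, with adjusted p-values above 0.05, in the alternatives run, with log2 fold changes from -0.75 to -0.28 and from 0.07 to 0.28 across the fits that left out 1 library.

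Set tests moved more. Adjusted p-values across the fits that each left out 1 library went from 0.00126 to 0.889 for the IGF axis, from 3.4e-04 to 0.889 for lipid transport, from 0.0137 to 0.870 for coagulation, from 7.6e-09 to 0.104 for granzymes, from 0.0828 to 0.627 for miR-483-3p sites and from 0.0268 to 0.627 for miR-483-5p sites. The camera direction of coagulation changed without WT replicate 1, where its median log2 fold change became 0.21, without 5C replicate 1 or 2, where the median stayed negative (-0.28 and -0.41), and with a minimum of 10 counts in every sample (adjusted p 0.695). With the inter-gene correlation estimated, the adjusted p rose to 0.718 for lipid transport and 0.713 for granzymes. Against expression-matched random sets it was 2.7e-04 for coagulation and 2.0e-04, the smallest that 10000 sets can give, for both site sets. Random sets treat genes as independent, which the estimated correlation does not. Against genes without a site matched on UTR length and expression it was 2.0e-04 for both site sets. With 8mer sites only, the camera test gave 0.317 for both. With UTR GC content also matched it was 4.0e-04 for miR-483-3p and 0.0202 for miR-483-5p. With GC-content offsets miR-483-3p sites reached 0.0417, and 0.0435 with the block added. The causes of these changes were not tested.

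*Apob*, *Cubn*, *Afp* and *F2*, highest in WT replicate 1, reversed without it and fell furthest without 5C replicate 3. Across the fits that left out 1 library, log2 fold changes went from -5.24 to 0.41 for *Apob*, from -5.67 to 0.73 for *Cubn*, from -3.73 to 0.70 for *Afp* and from -3.80 to 0.16 for *F2*. Sex-linked transcripts, split within each genotype, also reversed, with ranges from -0.29 to 0.17 for *Xist*, from -0.64 to 0.56 for *Ddx3y*, from -1.04 to 0.48 for *Kdm5d*, from -1.15 to 0.13 for *Eif2s3y* and from -1.03 to 0.43 for *Uty*. *Ddx3y*, near 0, turned negative under relative log expression (-0.0037), DESeq2 (-0.035), edgeR's newer form (-0.0081), limma-voom (-1.12), the block (-0.12), mitochondrial and globin removal (-0.0052), GC-content offsets (-0.065) and both together (-0.19). Without a count filter and without WT replicate 1, *Apob* was 0.44, *Cubn* 0.76, *Afp* 0.72, *F2* 0.18, *Kdm5d* 0.52, *Eif2s3y* 0.093 and *Uty* 0.34. The adjusted p was 0.00468 for *Apob*, 5.4e-05 for *Cubn*, 2.2e-11 for *Afp* and 0.0280 for *Kdm5d*. It was above 0.05 for *F2*, *Eif2s3y* and *Uty*. The fit without a count filter is questioned below.

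Among the sets used in the part on other observations, unadjusted p-values across the fits that left out 1 library, with a change of direction in at least 1, went from 3.5e-05 to 0.554 for yolk sac markers, from 0.00814 to 0.901 for hepatoblast markers and from 0.0450 to 0.863 for the neighbours of *Ptpn22*. The neighbours of *Ptpn22* turned lower with a minimum of 10 counts in every sample (p 0.900), with GC-content offsets (0.0144) and with offsets and the block (0.0131). The neighbours of *Mir483* turned higher with GC-content offsets (0.279) and with offsets and the block (0.165), and histone genes turned higher with GC-content offsets (0.927). Among the single genes and sets outside the main comparisons, 60 further results under an alternative changed their side of the threshold, 21 to weaker and 39 to stronger. Their causes were not tested one by one.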

Other observations

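The tests that left out WT replicate 1, that repeated set tests with GC-content offsets, that counted splits of the libraries for gene sets and for DESeq2, and that counted overlapping genotypes among the calls without a count filter were chosen only after the results were seen. The other tests here were written down before their own results were seen, some of them prompted by single genes already seen to change.

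The number of DEGs here was 0, with 0 lower and 0 higher and 1011 genes at an unadjusted p under 0.05. Each DEG count is lower than the one quoted from the study above. The study's methods name edgeR's quasi-likelihood F-test, in an earlier version, without stating a count filter. The settings behind its calls are thus not fully known, and the cause of the difference was not tested. The replicate numbers are shared by both genotypes, so the genotype split was compared with the splits of the 6 libraries that also part all 3 same-numbered pairs. All 4 of these splits, the real one included, gave as many DEGs, which with a count of 0 tells nothing about the genotype. The real one had the most genes at an unadjusted p under 0.05, and 1 of the 4 splits, the real one, gave as many as the 11 DESeq2 calls. The other 6 of the 10 splits part 1 pair each. Of all 10 splits, 3 gave at least 11 DESeq2 calls, up to 34, and 2 gave at least 1011 genes at an unadjusted p under 0.05, up to 2017. The split with WT replicates 1 and 3 and 5C replicate 1 on one side gave 3 DEGs, the most of any split. The smallest share possible is 1 of the 4 splits or 1 of all 10, so the DESeq2 count cannot be told apart from a chance division of the libraries. With every library thinned to 6357343 counts, to weigh unequal depth, there were 965 genes at an unadjusted p under 0.05 among 14830 tested, and 0 DEGs. Thinning removes power and was unlikely to raise the count, so it does not test whether low depth kept the DEGs at 0.

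Testing without a count filter gave 319 DEGs, mostly lower in 5C. Of these, 10.3% had genotypes that did not overlap, which is what chance gives for 3 against 3 (10%), and 228 of the 319 were highest in WT replicate 1. The prior degrees of freedom, the weight that edgeR gives to a variance shared by all genes, were 5.52 with the filter and infinite without it. A candidate explanation for these calls is therefore that the spread of each gene between replicates no longer entered its test. *Apob*, whose WT libraries ranged from 37.1 to 1645 CPM, had an adjusted p of 3.9e-177 in that fit, against 0.781 with the filter. The prior was also infinite without a count filter and without WT replicate 1, so those 117 calls carry the same doubt. Among them, ENSMUSG00000118642 measured 10499 CPM in WT replicate 3 and at most 30.5 CPM in every other library. Why low-count genes drove the prior to infinity was not tested.

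The fall of lipid transport and coagulation genes may reflect visceral yolk sac endoderm, which expresses them strongly, in unequal amounts between pools. Of 11 tested yolk sac markers outside the lipid transport list, 11 were lower in 5C, with a median log2 fold change of -1.75 (camera p 0.0187, adjusted p 0.0374, 3 libraries per genotype). The camera p was 0.484 with the inter-gene correlation estimated and 0.371 with a minimum of 10 counts in every sample. Their mean log2 CPM was 4.17, 0.34 and 1.17 in WT and -0.17, -0.05 and 2.37 in 5C, so that the level varied as much within a genotype as between genotypes. Fewer liver bud cells would also lower these genes, and 5 of 6 tested hepatoblast markers were lower in 5C. Their median log2 fold change of -0.12 was small beside that of the yolk sac markers, and their camera p was 0.537, or 0.00814 without WT replicate 2, so a small part of liver bud cells is not excluded. In the full comparison 19 listed lipid transport and coagulation genes had fallen by over 1 on the log2 scale. Without WT replicate 1, *Amn* and *Proz* were not tested and the other 17 had a median log2 fold change of 0.72. These genes had been chosen for their fall. The medians of the full lists were 0.10 and 0.21 without this library, while the camera test of the lipid transport list still pointed lower (p 0.791). Leaving out 5C replicate 3 instead deepened the falls. The genes chosen for their fall then had medians of -4.35 (lipid transport) and -2.62 (coagulation), and the full lists had -0.34 and -0.84. The yolk sac markers then had a median of -3.71 (camera p 3.5e-05). The direction thus depended on which high library was left out. A camera p as small as the real one came from 3 of the 4 splits for the lipid transport list and from 4 of the 4 for the coagulation list. The tests are consistent with yolk sac RNA in single libraries as a source of this pattern, and an effect of the genotype could not be told apart from it.

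The rise of granzymes may come from maternal decidua, where uterine natural killer cells express them. Only 3 decidual markers outside the granzyme list were tested, and they gave a camera p of 0.256. Against expression-matched random sets, which treat genes as independent, it was 0.0074, so maternal tissue was neither shown nor excluded. As small a p-value for the granzyme list came from 2 of the 4 splits.

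*Igf2* measured 14.1 CPM in WT, against 4565 CPM for its neighbour *H19*. A candidate explanation for the low count is that reads shared with *Gm49394* were dropped, since 62.8% of its exon bases lie under that gene. The measured fall of *Igf2* may then describe its upstream exons more than the whole gene. Sex differences between the pools were weighed as another explanation. The log2 fold change of *Ddx3y* was 0.0027, but each genotype held 1 library with few or no Y-linked counts, and the part of sex in the *Igf2* values cannot be told. The library with few Y-linked counts had the lowest *Igf2* in WT (8.41 against 16.9 and 17.1 CPM) but the middle value in 5C (10.1 against 10.48 and 9.75 CPM). It was replicate 2 in both, so the replicate block takes up this difference in part, and under the block the log2 fold change of *Igf2* was -0.43 against -0.48 without it. The 13 tested genes within 0.5 Mb of *Mir483* other than *Igf2*, *Igf2os* and *Mir483* had a median log2 fold change of -0.0044. One of them, *H19*, also fell (-0.27, unadjusted p 0.0417). The study proposes that the microRNA itself represses *Igf2*, and these counts do not tell that apart from a change in cis. A change in cis near the edit could give the falls of *Igf2os* and *Igf2*, which remains a hypothesis. Neither gene passed adjustment in edgeR with the count filter, while *Igf2os* passed with DESeq2 (adjusted p 0.0261) and without a count filter (1.8e-04), the fit questioned above. It did not pass with robust moderation (0.287), nor without a count filter once WT replicate 1 was left out (0.163). The IGF axis list gave as small a p-value in 2 of the 4 splits, the miR-483-3p site genes in 2 and the miR-483-5p site genes in 3.

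GC content followed the fold changes across genes, with a Spearman rho of -0.359, and -0.348 in the fit with the replicate block. Library deviations correlated with GC content at 0.379, 0.0688 and 0.0439 in WT and at 0.231, -0.367 and -0.343 in 5C, so the bias differed between libraries of the same genotype. With GC-content offsets the number of genes at an unadjusted p under 0.05 dropped from 1011 to 802, where 839 would be reached by chance. A GC bias of the libraries may thus account for the excess of small p-values, while *Mir483* kept a log2 fold change of 3.13.

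Cardiac muscle genes such as *Myh6* (log2 fold change -0.85) and *Myh7* (-0.47) fell, which was noticed after their values were seen. Both had an adjusted p of 0.781 in edgeR's quasi-likelihood test. Their adjusted p-values were 1.6e-05 and 0.0207 with DESeq2, and 0.764 and 0.340 with robust moderation. A list of 32 other cardiac genes, written before their values were seen, fell as a set (camera p 3.7e-05, adjusted p 1.8e-04 over the 10 sets tested for this part), with 27 of 32 genes lower and a median log2 fold change of -0.17. The mean log2 CPM of the list was 4.32, 4.55 and 4.40 in WT and 4.27, 4.22 and 4.31 in 5C, without overlap, which chance alone gives in 10% of lists. GC bias alone did not account for it (p 0.00776 with GC-content offsets). The p-value was at most 0.0143 across the fits that left out 1 library, but it was 0.0584 with the inter-gene correlation estimated. The real split alone, 1 of the 4 and 1 of all 10, gave as small a p-value, which is the smallest share possible, and a chance division of 3 against 3 cannot be ruled out. Fewer cardiac muscle cells or a delay of heart development in 5C embryos is a hypothesis that these values leave open. Unequal loss of tissue at dissection was not tested.

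Hypoxia-responsive genes, a list written before the data were examined, rose as a set (camera p 2.1e-04, adjusted p 6.8e-04), with 14 of 16 tested genes higher, among them *Vegfa* (log2 fold change 0.31), and with *Slc2a1* lower (-0.23). The mean log2 CPM of the list was 4.76, 4.86 and 4.79 in WT and 4.99, 4.83 and 5.04 in 5C, so the genotypes overlapped. With GC-content offsets the p-value was 1.9e-05, and with the inter-gene correlation estimated it was 0.112. As small a p-value came from 2 of the 4 splits and from 2 of all 10. A lower oxygen supply in 5C embryos is a candidate explanation that cannot be told apart from a chance division of the libraries, and time between dissection and lysis was not tested.

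Small nucleolar, small nuclear and small Cajal body RNA genes were lower in 5C (camera p 1.0e-09, 102 of 138 genes lower, median log2 fold change -0.22). Different carry-over of RNAs without a poly(A) tail may explain this. Histone genes, which also lack the tail, were lower as well (camera p 0.00441), but with GC-content offsets their direction reversed (p 0.927), while the short RNAs stayed lower (p 2.3e-15). The p-value of the short RNAs rose to 0.106 with the inter-gene correlation estimated, and as small a p-value came from 1 of the 4 splits, the real one, and from 2 of all 10. Neither carry-over nor a chance division of the libraries can be told apart from an effect of the genotype. No biological explanation was tested.

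Imprinted genes were lower in part. The list without *Igf2*, *H19* and *Phlda2* gave a camera p of 0.0448, which did not pass adjustment (0.0746), and 2 of the 4 splits gave as small a p-value, and against expression-matched random sets the p-value was 0.144. Of the genes in this list only *Zim1* passed adjustment over the list (adjusted p 9.4e-04), while its adjusted p over all genes was 0.308. A coordinated fall of the imprinted gene network thus remains a hypothesis. The rise of *Ptpn22*, 3.37-fold in 3 of 3 5C libraries above the 3 WT libraries, was singled out after its values were seen, and such a separation is given by chance for 10% of genes. A rise of this size was not shared by the region: 22 tested genes within 0.5 Mb on chromosome 3 had a median log2 fold change of 0.0129. Their direction was unstable, higher without 5C replicate 1 (camera p 0.0450) and lower with GC-content offsets (camera p 0.0144). The cause of the rise of *Ptpn22* was not tested further.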
